A study of Mus musculus with 166 samples. Its data were reported in "MicroRNA signatures of endogenous Huntingtin CAG repeat expansion in mice" (2018).

How the data were processed

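Small RNA was sequenced from the cerebellum of 166 mice. The mice were of 7 lines: wild-type (WT) and heterozygous Htt knock-in mice with nominal CAG lengths of 20 (Q20), 80 (Q80), 92 (Q92), 111 (Q111), 140 (Q140) and 175 (Q175), aged 2, 6 or 10 months. Each of the 21 combinations of line and age held 8 libraries of both sexes, except Q111 and Q140 at 10 months with 7 each. Q20 and WT served as controls, as in the study. By the paper's account WT were littermates of the Q20 line. CAG length therefore cannot be told apart from other differences between the lines. The library names carried a leading series number. All 16 libraries of WT and Q175 at 6 months were of series 330, and all other libraries were of series 356.

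The authors prepared total RNA with a column kit and sequenced single-end, strand-specific 36-nt reads on a HiSeq 2000. Per the paper, reads were aligned to mm10 with STAR and counted with HTSeq, and the submitters' processing notes name CASAVA 1.8.2. The count table deposited by the authors holds expected counts (estimated counts) per Ensembl microRNA transcript, not normalized. In it 12.2% of the values of series 330 and 22.8% of those of series 356 were fractional, so that reads shared by several transcripts appear to have been divided by a step the sources do not name. A separate deposited table holds RPKM. In series 330 these RPKM values follow from the counts and transcript lengths. In series 356 they came from another quantification, with a median of 1001.5 features above 0 over all libraries against 733 in the counts. Counts were therefore used throughout, rounded to whole numbers, and RPKM served as an alternative only.

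The tables held 1626 features. Of these, 1228 had an entry in GENCODE M21 (GRCm38), which gave symbols, coordinates and host genes. The other 398 held 0.600% of all counts and kept their transcript IDs. Total counts ranged from 3094703 to 6188935 per library (median 4321047.5). The median was 4183613.5 at 2 months, 4296950.5 at 6 months and 4617364.5 at 10 months. The 10 most abundant microRNAs took 56.0% to 61.3% of the counts. For the 1228 features with a GENCODE entry, others whose hairpin shares a run of at least 18 nt were listed, since reads of such paralogs may have been divided between them. Shared runs of the other 398 are not known. No 2 libraries of a group looked like one library counted again: over 574 pairs, the lowest chi-square per degree of freedom was 14.7.

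Groups, tests, covariates, microRNA lists, alternatives and the rule for naming microRNAs were fixed before the data were examined, except where a later choice is stated. Following the rule of the study's methods, libraries with a standardized connectivity Z.k below -5 within their age were left out. These were 9 libraries, leaving 157: at 2 months WT F3 and M1, Q20 M4, Q80 F1 and M2, Q92 M2 and M4 and Q111 M3, and at 10 months Q20 F3. Tests used edgeR 4.0.16 (quasi-likelihood, TMM normalization) in R 4.3.3 over 451 microRNAs that passed filterByExpr, with sex and library series as covariates. Benjamini-Hochberg false discovery rates (FDR) under 0.05 were counted as calls, and all tests were two-sided. Errors beside log2 fold changes and slopes are standard errors, and those beside levels (CPM, counts scaled by TMM-adjusted library size) and scores are standard deviations. With the series term, the 6-month effect of Q175 rests on WT (both series 330), and those of the other lines on Q20 (both series 356). Q20 and WT at 6 months lay in different series and were not compared.

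Each line was compared with the controls of its age. Association with CAG length (Q) used all lines, with WT set to 7, and its slopes are log2 per 100 CAG. Results of 6 and 10 months were combined as Stouffer sums of signed Z, with a normal p and its FDR. Combined effects are means over both ages. Further tests compared Q20 with WT, the slopes between ages and between sexes, female with male, and 10 with 2 months in controls. A signature score, the mean signed log2 CPM of the microRNAs called for Q175 at one age centred on controls of the same series, was computed in the libraries of the other age, and each line was compared with controls by an exact permutation test. Correlations used 100000 permutations. For 36 results the line, age or sex labels were also exchanged 100 times (the real split included). Similarity of Q140 and Q175, which share controls, was compared with 99 simulations of unchanged groups on those controls.

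The 19 fixed lists of microRNAs were the Mir212/Mir132 cluster, neuronal, Dlk1-Dio3, Mir17-92 and paralogs, let-7, miR-181, miR-29 and miR-30, miR-34/449, the sensory Mir183 cluster, miR-200, oligodendrocyte, microglia and immune, erythroid, vascular, choroid plexus, Hox-linked hindbrain, muscle, liver, and microRNAs singled out in the study's text. They were tested on the Q fit with limma 3.58.1 (voom; camera with a preset and with an estimated correlation; fry). The text names the 10 largest rises and falls among calls with a mean of at least 10 CPM for Q175 at 6 and 10 months, Q140 at 10 months and the combined Q result. It also names every call where there were 5 or fewer, list members, the 5 smallest p-values of the sex, age and slope-difference tests and the 10 most abundant microRNAs. Of the Q140 results with both ages combined, the microRNAs named were chosen after their values were seen.

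Alternatives were RLE size factors, DESeq2 1.42.0 on the deposited and on outlier-replaced counts, no low-count filter, a mean of at least 50 counts, all libraries kept, no series term, a lane term, replicate number as a block, a single fit over all lines, Q20 or WT as the sole control, Q without the Q175 line or without WT, a stricter signature and estimated correlations. After the data were seen, marker scores as covariates, RPKM with limma, leaving out Q175 M2 at 6 months, a signature without the miR-200 members and normalization without the Dlk1-Dio3 members were added. The tests were tried on simulated data with the means and dispersions of these libraries and 100 changed microRNAs at each of a log2 change of 0.3 and 1. For Q175 at 10 months, edgeR recovered 43% and 82%, with 3 false calls, and DESeq2 44% and 83% with 4. Recovery was 48% and 78% for Q175 at 6 months with a series effect (3 false calls), 55% and 86% for Q at 10 months (6) and 39% and 77% for the slope difference between 10 and 2 months (0). Tables and figures used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.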

Results

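Cerebellar microRNAs were compared across 7 lines of mice at 2, 6 and 10 months, to ask how their levels vary with the length of the Htt CAG repeat. Of the 451 microRNAs tested, Mir26a-2 alone took 15.5% of all counts and Mir181a-2 took 13.9%. They were followed by Mir127 (5.54%), Mir30a (5.36%), Mir125a (4.51%), Mir9-2 (4.17%), Mir30d (3.28%), Mir22 (2.26%), Mirlet7f-2 (2.24%) and Mir434 (2.01%). Of these, Mir26a-2, Mir181a-2, Mir30a, Mir9-2 and Mirlet7f-2 share a run of at least 18 nt with a paralog, so that their counts may hold reads of both. The first principal component (35.2% of variance) separated the library series, which explained 83.2% of it. The second (10.3%) followed the choroid plexus list (Spearman rho of 0.92 with its score), and age explained 74.1% of the third (6.79%).

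In Q175 mice the level of Mir137, a neuronal microRNA, rose at 6 and at 10 months, together with Mir335 from an intron of the imprinted gene Mest and a large part of the imprinted Dlk1-Dio3 microRNAs. At 10 months Mir137 (ENSMUST00000083635, chromosome 3, 118433857 to 118433929, GRCm38) reached 23.8 ± 2.29 CPM (n = 8), against 13.0 ± 3.06 CPM in WT (n = 8) and 13.2 ± 2.56 CPM in Q20 (n = 7), a log2 fold change of 0.87 ± 0.10 (FDR = 5.93e-07). Mir335 (ENSMUST00000083567, chromosome 6, 30741299 to 30741396) reached 458 ± 17.5 CPM against 344 ± 17.1 in WT and 346 ± 20.6 in Q20 (log2 0.42 ± 0.03, FDR = 8.43e-10). In the opposite direction, Mir132 and Mir212, a pair on chromosome 11 that is induced by CREB and neuronal activity, fell together. At 10 months Mir132 (ENSMUST00000083603, 75173682 to 75173747) was at 849 ± 63.5 CPM against 1098 ± 132 in WT (log2 -0.36 ± 0.04, FDR = 5.94e-07), and Mir212 (ENSMUST00000083656, 75173388 to 75173478) at 146 ± 16.7 CPM against 209 ± 19.9 (log2 -0.51 ± 0.06, FDR = 4.72e-07). All 8 Q175 libraries lay beyond all 15 control libraries for each of these 4 microRNAs.

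Further microRNAs with large changes at 10 months were Mir1224 (log2 0.53 ± 0.11), Mir488 from an intron of Astn1 (0.50 ± 0.06), and, from the Dlk1-Dio3 region, Mir496a (0.53 ± 0.06), Mir154 (0.48 ± 0.06), Mir665 (0.46 ± 0.07), Mir410 (0.45 ± 0.07), Mir541 (0.44 ± 0.06) and Gm25252 (0.44 ± 0.06). The largest falls were of Mir455 (-0.83 ± 0.24; ENSMUST00000093594, chromosome 4, 63256851 to 63256932, within Col27a1), Mir344-2 (-0.54 ± 0.05; ENSMUST00000175446, chromosome 7, 61940027 to 61940106), Mir1247 (-0.49 ± 0.09, overlapping Dio3os), Mir130b (-0.46 ± 0.09), Mir133a-1 (-0.38 ± 0.12), Mir362 (-0.35 ± 0.07), Mir425 (-0.34 ± 0.04) and Mir99b (-0.33 ± 0.12). Of these, Mir344-2 shares a run of 39 nt with Mir344, and Mir133a-1 a run of 31 nt with Mir133a-2, so that their reads cannot be fully separated. At 6 months the largest rises were of Mir137 (0.55 ± 0.11), Mir3099 (0.43 ± 0.09, within Usp29), Mir335 (0.39 ± 0.06), Mir665 (0.35 ± 0.10), Mir487b (0.35 ± 0.04; ENSMUST00000102265, chromosome 12, 109727333 to 109727414), Mir218-2 (0.34 ± 0.05, sharing a run of 22 nt with Mir218-1), Mir541 (0.32 ± 0.05), Mir496a (0.32 ± 0.08), Mir154 (0.29 ± 0.06) and Mir127 (0.28 ± 0.04). The largest falls at this age were of Mir455 (-1.22 ± 0.32), Mir344-2 (-0.59 ± 0.05), Mir212 (-0.54 ± 0.05), Mir133a-1 (-0.47 ± 0.12), Mir132 (-0.46 ± 0.04), Mir130b (-0.39 ± 0.11), Mir143 (-0.31 ± 0.09), Gm25927 (-0.29 ± 0.04), Mir484 (-0.28 ± 0.04) and Mir125a (-0.27 ± 0.04). Gm25927 is annotated on the minus strand, between Mir99b and Mir125a of the plus strand.

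**Figure D1:**
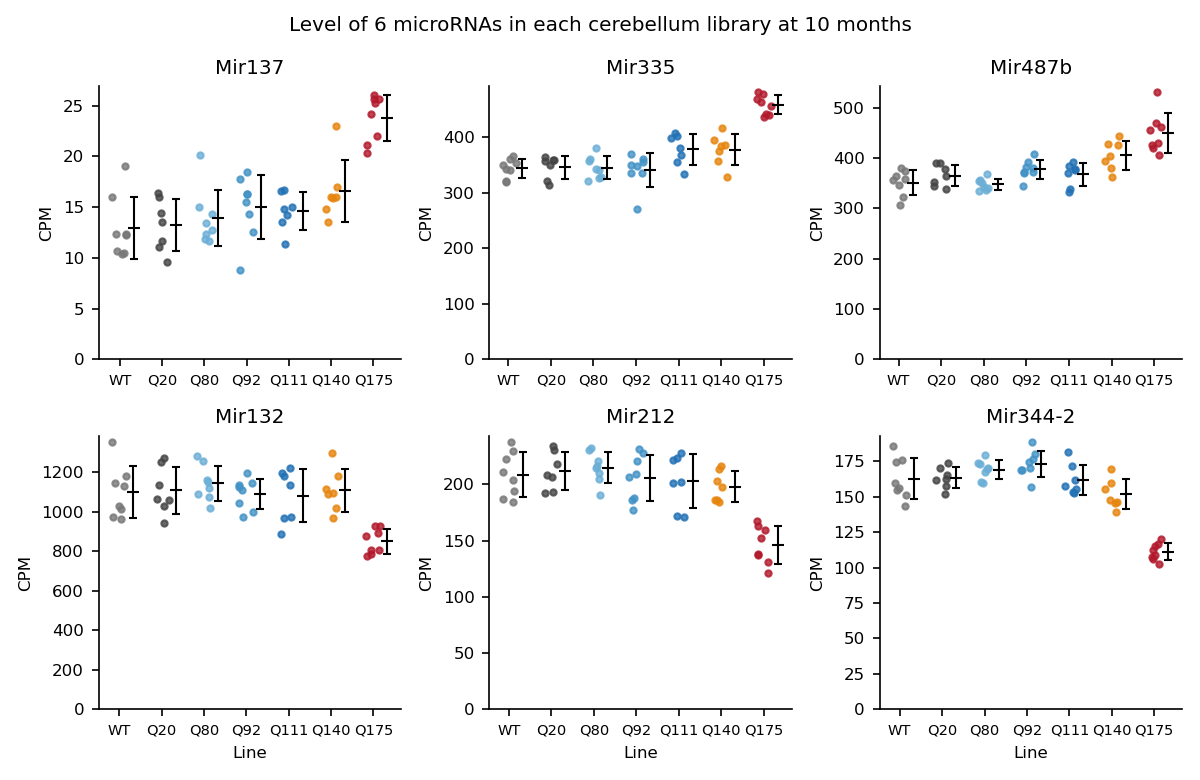
Levels (CPM) of 6 microRNAs in each cerebellum library at 10 months, by line, where each point is a library and bars give the group mean and standard deviation. In Q175, Mir137, Mir335 and Mir487b lie above all 15 control libraries (Q20 and WT), and Mir132, Mir212 and Mir344-2 below them.

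In all, 104 microRNAs were called for Q175 at 10 months (60 higher, 44 lower; 64 genomic clusters) and 80 at 6 months (43 higher, 37 lower; 49 clusters), with a median size of log2 0.27 and 0.22. Of the 104 and 80, 23 and 18 share a run of at least 18 nt with another feature. The calls of both ages had 60 microRNAs in common, against 18.4 expected if independent (Fisher's exact p = 4.2e-29 across microRNAs, which are not independent). Of these, 34 were higher and 26 lower at both ages. The signed Z of both ages correlated across microRNAs with r = 0.78 and rho = 0.68, above the highest r (0.52) of the other splits of the samples. At 10 months every library was of 1 series. At 6 months the comparison rests on WT of series 330, where Mir132 was at 853 ± 73.7 CPM in Q175 and 1172 ± 90.6 in WT, and Mir487b at 518 ± 33.3 and 408 ± 23.3 (n = 8 each). In that series most Q175 libraries lay in lane L5, while WT was spread over L5 and L6. Line and lane were thus partly confounded, and the main fit holds no lane term. Without the series term the 6-month count was 144, and with scores of the choroid plexus, hindbrain and miR-200 lists as covariates it was 45, of which 44 were among the 80. With these scores a median of 94.2% of the log2 change of the 80 was left, with 120% of the standard error, and 3 shrank below 60%. Of the microRNAs named, Mir455 (both ages), Mir665, Mir130b and Mir143 (6 months) and Mir133a-1 (10 months) were not called with a lane term, and Mir99b was not called with either control alone.

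The imprinted Dlk1-Dio3 domain on chromosome 12 holds a dense array of microRNAs expressed from the maternal chromosome. A fixed list of its microRNAs had 43 tested members, which lie between 109563692 and 109747960. Of these 43, 28 rose in Q175 at 10 months and 24 at 6 months, none fell, and 15 and 19 did not pass the test. Outside the list, Gm25252 and Gm25750, which lie between these positions, rose at both ages, and Mir1247, at 110278048 in Dio3os, fell at 10 months as given above and did not pass the test at 6 months. Gm25252 is annotated on the minus strand, while Mir487b, Mir127, Mir410 and Mir154 are on the plus strand. The counts adjusted over the list alone were 30 and 26. Examples at 10 months are Mir487b, at 450.1 ± 39.7 CPM against 351 ± 24.9 in WT and 365 ± 21.3 in Q20, Mir127 (log2 0.29 ± 0.04), Mir410 and Mir154. The median log2 fold change of the members was 0.29 at 10 months and 0.19 at 6 months. On the Q fit the list moved upward at 2, 6 and 10 months (camera FDR = 0.000322, 1.0e-18 and 3.5e-20; with an estimated correlation, adjusted p = 0.0467, 3.54e-05 and 0.00146). Normalization with factors from the microRNAs outside the list left 26 and 29 members higher with Q at 6 and 10 months, against 25 and 28. Of the 43 members, 41 share no run of 18 nt or more with another feature.

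**Figure D2:**
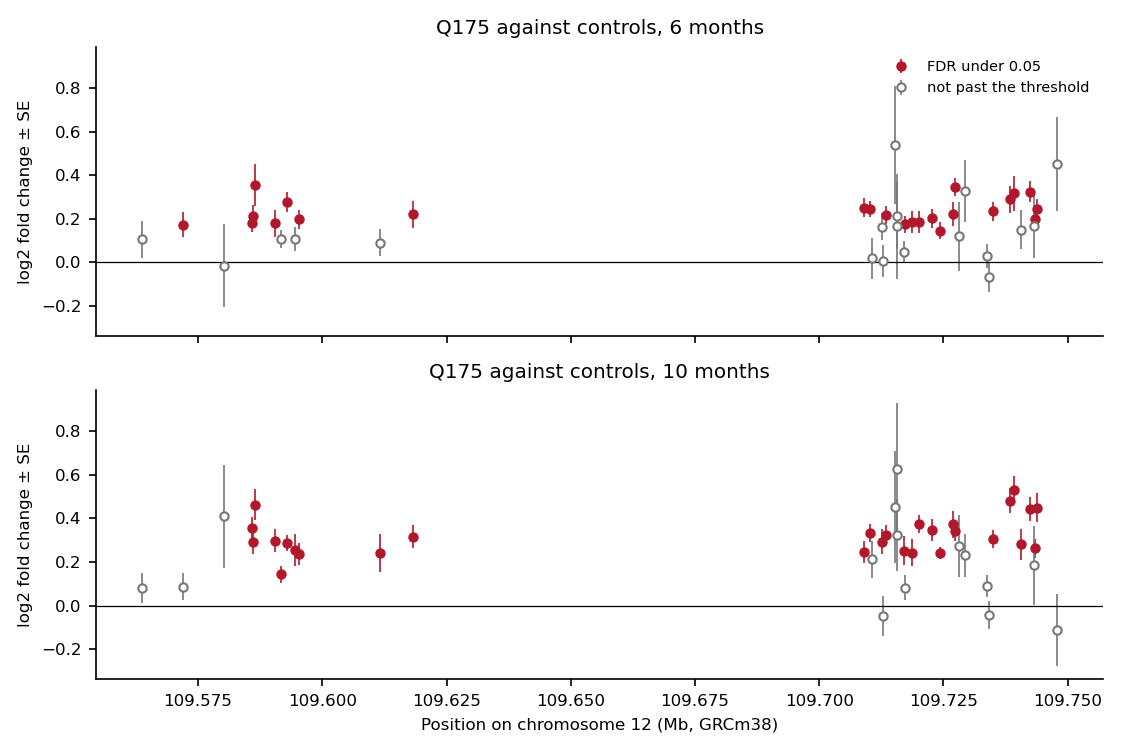
Log2 fold change (points, with standard errors) of the tested members of the Dlk1-Dio3 list in Q175 against controls, by position on chromosome 12 (Mb, GRCm38), at 6 months (n = 8 Q175) and 10 months (n = 8 Q175). Filled points passed an FDR of 0.05, which were 24 and 28 of 43 members, all above 0.

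Both members of the Mir212/Mir132 list fell in Q175 at 6 and 10 months, and both calls stood when adjusted over the list alone. On the Q fit the pair moved downward (camera FDR = 0.000166 at 6 months and 0.0164 at 10 months; with an estimated correlation, adjusted p = 0.0131 and 0.233). By fry the pair passed at both ages (adjusted p = 3.4e-08 and 3.2e-05). Of 29 neuronal microRNAs, 6 rose and 4 fell at 6 months, and 5 rose and 2 fell at 10 months, which were also 10 and 7 when adjusted over the list alone. They include Mir137, Mir488 and Mir127, all higher. The miR-181 family, abundant in brain, had 4 of 6 members higher at 10 months, among them Mir181a-1 (0.27 ± 0.07), Mir181c (0.17) and Mir181d (0.18 ± 0.05), and 1 (Mir181d, 0.20 ± 0.03) at 6 months. Mir181a-1 shares a run of 28 nt with Mir181a-2, so that these members may not be separate. The counts adjusted over the list alone were 4 and 1, and camera gave FDR = 0.0134 and 0.0137 at 6 and 10 months, which was lost with an estimated correlation (adjusted p = 0.419 and 0.277). Fry passed at both ages (adjusted p = 0.00213 and 0.000382, upward). Among 5 oligodendrocyte microRNAs, Mir219a-2 (-0.26 ± 0.08 at 6 months, -0.30 ± 0.07 at 10 months) and Mir338 (-0.15 ± 0.05 and -0.23 ± 0.05), both known to promote oligodendrocyte maturation, fell at each age, and the other 3 did not pass the test. Mir219a-2 shares a run with Mir219a-1, so that its counts may hold reads of both. The counts adjusted over the list alone were 2 and 2, and camera gave FDR = 0.0209 and 0.0164, lost with an estimated correlation (adjusted p = 0.214 and 0.233). Here too fry passed at both ages (adjusted p = 0.00157 and 9.1e-05, downward). The 8 microRNAs singled out by the study's text, which were chosen partly on these samples and so are not independent evidence, gave 4 higher and 2 lower at 6 months and 3 higher and 2 lower at 10 months (6 and 6 adjusted over the list alone).

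Of 10 let-7 microRNAs, 5 fell at 6 months (6 adjusted over the list alone), among them Mirlet7i (-0.25 ± 0.05) and Mir98 (-0.25 ± 0.06). At 10 months these 2 fell (-0.16 ± 0.03 and -0.14 ± 0.05) and Mirlet7c-2 rose (0.12), also 3 calls adjusted over the list alone. Among 7 microRNAs of microglia and immune cells, Mir21a fell at both ages (-0.19 ± 0.04 and -0.18 ± 0.05) and Mir155, known from inflammatory activation, rose at 10 months (0.51 ± 0.14). The counts adjusted over the list alone were 1 and 2. The miR-29 and miR-30 families (10 members) had 1 rise and 1 fall at 6 months and 1 rise and 3 falls at 10 months (2 and 4 adjusted over the list alone). Of the 12 microRNAs of Mir17-92 and its paralogs, 1 fell at 6 months (0 adjusted over the list alone) and 2 rose at 10 months (2). Of the 4 in the list of the miR-34 and Mir449 families, Mir34a fell at both ages (-0.21 ± 0.05 and -0.22 ± 0.07; 1 and 1 adjusted over the list alone). The erythroid, vascular and liver lists (3 members each) had 1 fall each at 6 months and none at 10 months, also when adjusted over the list alone. No camera test of the lists in this paragraph passed an FDR of 0.05 at 6 or 10 months. By fry the erythroid list alone among them passed, downward at 6 months (adjusted p = 0.0459).

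No member of the choroid plexus list (8), the Hox-linked hindbrain list (3) or the sensory Mir183 cluster (3) was called for Q175 at either age by edgeR, also when adjusted over the list alone. Of 7 muscle microRNAs, Mir133a-1 alone fell at each age (1 and 1 adjusted over the list alone). The hindbrain score, beside these, correlated with Q at 6 months by r = -0.346 (permutation p = 0.0086, adjusted p = 0.0765; r = -0.341 without the 2 farthest libraries) and rho = -0.302 (permutation p = 0.023, adjusted p = 0.1035). This is 1 of 9 relations of a score with Q, none past an adjusted 0.05. The miR-200 score had r = -0.306 at 2 months and 0.288 at 6 months (permutation, adjusted p = 0.0765 each). These correlations hold no term for series or sex. On the Q fit, which holds both, the hindbrain list moved downward at 6 months by fry (adjusted p = 0.0311). It did not pass by camera at 6 months (FDR = 0.0866) or by fry at 10 months (adjusted p = 0.508). The miR-200 family, high in epithelia and olfactory tissue, had 3 of 4 members called higher for Q175 at 6 months: Mir200b (2.70 ± 0.66), Mir141 (2.42 ± 0.63) and Mir429 (2.80 ± 0.76), and 4 adjusted over the list alone, all at low levels. These calls lean on library M2 of Q175 at 6 months, where Mir200b was at 19.2 CPM against at most 4.26 in the other Q175 libraries. Without it, Mir200b (1.68 ± 0.47, FDR = 0.0150) and Mir141 (1.58 ± 0.51, FDR = 0.0377) remained called and Mir429 did not (1.34 ± 0.52, FDR = 0.0903). At 10 months none was called. On the Q fit, with library M2 kept, the miR-200 list moved upward at 6 months by fry (adjusted p = 0.0311) but not by camera (FDR = 0.136).

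At 2 months few microRNAs differed. In Q175, Mir335 rose (log2 0.17 ± 0.04) and Mir484 fell (-0.10 ± 0.02; both FDR = 0.0464, edgeR quasi-likelihood). All 8 Q175 libraries were above the mean of the 13 control libraries for Mir335, and all 8 below it for Mir484. Association with Q gave 1 call, again Mir335 (0.10 ± 0.02 per 100 CAG, FDR = 0.00635). Of 100 splits of the samples 2 gave as many calls as Q175, the real one included, and the other gave 9. Under 10 of the alternatives the count was 1 or 0, among them 0 with all libraries kept, a lane term or no filter, and the call for Q was lost with all libraries kept or a lane term. At this age most Q175 libraries lay in lane L1 and most WT libraries in lane L2, so that line and lane were partly confounded.

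In Q140 mice, Mir487b, Mir410, Mir335 and other microRNAs that rose in Q175 were higher once 6 and 10 months were combined, at smaller size. At 10 months alone edgeR called 0 microRNAs, with 77 at an unadjusted p under 0.05 and 26 called by DESeq2 (13 higher, 13 lower). The lowest FDR was 0.0559, with Mir337 (0.19 ± 0.04), Mir128-2 (0.16) and Mir410 (0.27) among the lowest p. Combining 6 and 10 months gave 27 microRNAs (18 higher, 9 lower), 24 of them also called by DESeq2. Among them 11 of the 43 Dlk1-Dio3 members rose (14 adjusted over the list alone), including Mir487b (0.15, FDR = 0.00372), Mir410 (0.19) and Mir337 (0.13). Of 5 oligodendrocyte microRNAs 3 fell (4 adjusted over the list alone), among them Mir219a-2 (-0.21) and Mir338 (-0.15). Of 29 neuronal microRNAs 5 rose (6 adjusted over the list alone), with Mir128-1 (0.14), Mir128-2 (0.13) and Mir9-2 (0.13), and 1 miR-181 member rose (2 adjusted over the list alone), Mir181a-1 (0.16). Mir128-1 and Mir128-2 share a run of 23 nt, so that their rises may not be separate. Of the study's own picks 4 rose (7 adjusted over the list alone), which is not independent evidence. The marker scores as covariates ended all 27 calls, with a median of 85.7% of the log2 change left and 117% and 114% of the standard error at 6 and 10 months, and other settings gave 9 to 44.

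**Figure D3:**
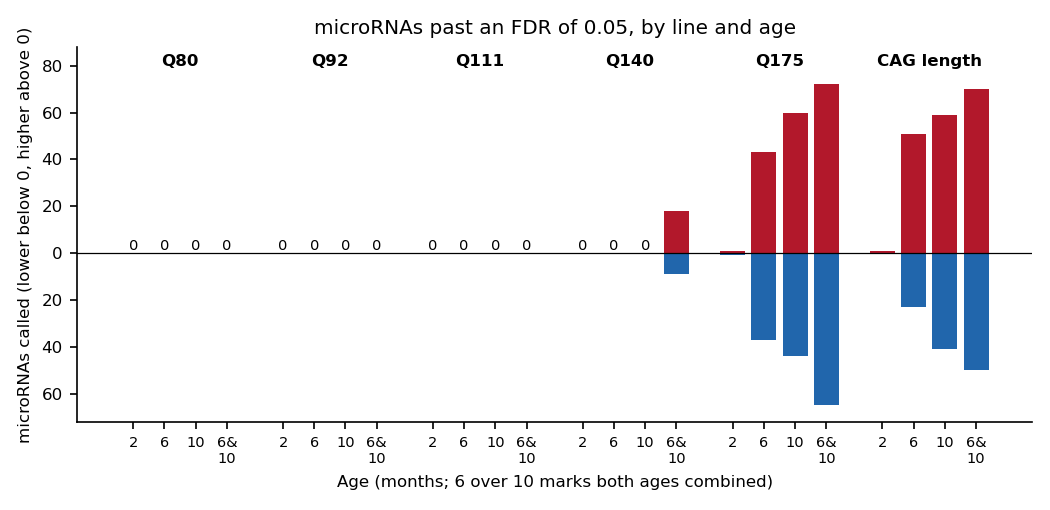
Number of microRNAs called by edgeR at an FDR of 0.05 (higher above 0, lower below 0) for each line against controls and for association with Q, by age in months and for 6 and 10 months combined. Counts for Q80, Q92 and Q111 are 0 at each age, and Q175 reaches 137 with both ages combined.

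Of the 27 combined calls of Q140, 24 were among the 137 combined calls of Q175 (72 higher, 65 lower), all in the same direction, against 8.20 expected if independent (Fisher's exact p = 1.0e-10; 18 higher, 6 lower). By the paper's account the Q175 line arose within the Q140 model when its repeat expanded. Likeness from this common origin cannot be told apart from likeness by CAG length. At 10 months both lines were set against the same controls, which alone makes fold changes alike, while at 6 months Q175 rests on WT and Q140 on Q20. At 10 months the log2 fold changes of Q140 and Q175 correlated with r = 0.577 and rho = 0.649 across 276 microRNAs, against a mean of 0.292 (-0.0464 to 0.620) and 0.310 (0.175 to 0.417) in simulations of unchanged groups on the same controls. The covariance was 0.0362 against 0.00485 (-0.000746 to 0.0121), and with separate controls (Q20 for one line and WT for the other) it was 0.0358 and 0.0350, with r of 0.514 and 0.501. The r itself lay within the simulated range, while rho and the covariance lay above it. The simulations drew each microRNA on its own, without the co-variation of microRNAs in real libraries. Their ranges may therefore be too narrow, and the place of rho and the covariance above them does not decide. The 6- and 10-month Z of Q140 correlated across microRNAs with r = 0.41 and rho = 0.38, above the highest r (0.27) of the other splits.

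In lines with shorter repeats (Q80, Q92 and Q111), edgeR called 0 microRNAs at each age and for both ages combined. At an unadjusted p under 0.05, Q80 had 21, 16 and 30 at 2, 6 and 10 months, Q92 31, 27 and 13, and Q111 28, 36 and 19, and the combined results had 26, 24 and 41. DESeq2 called 0 for Q80, 1 for Q92 at 2 months, 3 for Q111 at 6 months and 1 for Q111 with both ages combined, and 0 otherwise. For Q140 at 2 and 6 months edgeR called 0 (26 and 31 at an unadjusted p under 0.05; DESeq2 1 and 0). Q20 did not differ from WT by edgeR at 2 or 10 months (0 calls; 7 and 16 at an unadjusted p under 0.05; DESeq2 0 and 0).

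The 80 microRNAs called for Q175 at 6 months, such as Mir137, Mir335, Mir132 and Mir212, were scored as a group in the libraries of 10 months, which come from other animals. Scores were 0.248 ± 0.0570 in Q175 (n = 8; exact permutation p = 2.0e-06), 0.0979 ± 0.0411 in Q140 (n = 7; exact p = 2.9e-05, adjusted p = 7.3e-05; 5 of 7 above all 15 controls) and 0.0373 ± 0.0279 in Q111 (n = 7; exact p = 0.0480, adjusted p = 0.0799). For Q92 the score was 0.00846 ± 0.0207 (exact p = 0.608) and for Q80 0.00227 ± 0.0306 (exact p = 0.896), beside a control standard deviation of 0.0425. In a test chosen after the data were seen, this score moved within groups with the miR-200 score over the 53 libraries of 10 months (r = 0.812, rho = 0.796, permutation p = 1e-05, the smallest possible, adjusted p = 4e-05; r = 0.758 without the 2 farthest; 4 relations computed), and Mir200b, Mir141 and Mir429 are 3 of the 80. The miR-200 score holds these 3 too, so that a correlation of the 2 scores was built in and its p-value shows no wider relation. Without these 3 microRNAs in the signature, also chosen then, r was -0.0713 (permutation p = 0.61) and rho -0.0546 (p = 0.7). The scores of the other 77 were 0.276 ± 0.0171 in Q175, 0.0927 ± 0.0218 in Q140 (exact p = 5.9e-06, adjusted p = 1.5e-05; 7 of 7 above all 15 controls) and 0.0408 ± 0.0149 in Q111 (exact p = 0.00169, adjusted p = 0.00281; 5 of 7 above all controls). For Q92 and Q80 they were 0.0196 ± 0.0315 (exact p = 0.169) and -0.00258 ± 0.0168 (exact p = 0.852), and the control standard deviation was 0.0312. In the reverse direction, 104 microRNAs called at 10 months scored 0.0525 ± 0.0292 in Q140 at 6 months (n = 8; exact p = 0.000311, adjusted p = 0.000777; 7 of 8 above all 8 Q20 controls). For Q80, Q92 and Q111 these 6-month scores were -0.0109, -0.00779 and 0.00255 (exact p = 0.287, 0.625 and 0.841). Over libraries of 10 months the score rose with Q (r = 0.748, rho = 0.737, each with permutation p = 1e-05, the smallest possible, and adjusted p = 5e-05; r = 0.770 without the 2 farthest libraries). Without Q175 it did too (r = 0.555, permutation p = 9e-05, adjusted p = 0.000225; rho = 0.571, permutation p = 3e-05, adjusted p = 7.5e-05; r = 0.607 without the 2 farthest), and without Q175 and Q140 the relation was not past 0.05 (r = 0.280, permutation p = 0.089, adjusted p = 0.111; rho = 0.313, p = 0.056, adjusted p = 0.07; r = 0.368 without the 2 farthest). For the score of the other 77, the last of these was r = 0.393 (permutation p = 0.013, adjusted p = 0.0163; r = 0.433 without the 2 farthest) and rho = 0.459 (p = 0.0043, adjusted p = 0.00538). Within the series that holds Q20 to Q140 at 6 months, r was 0.397 (permutation p = 0.011, adjusted p = 0.0183; rho = 0.467, p = 0.0027, adjusted p = 0.0045; r = 0.404 without the 2 farthest), and without Q140 it was -0.0221 (permutation and adjusted p = 0.9; rho = 0.0424, p = 0.82). These are 5 relations, and the other 6-month series holds only WT and Q175.

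**Figure D4:**
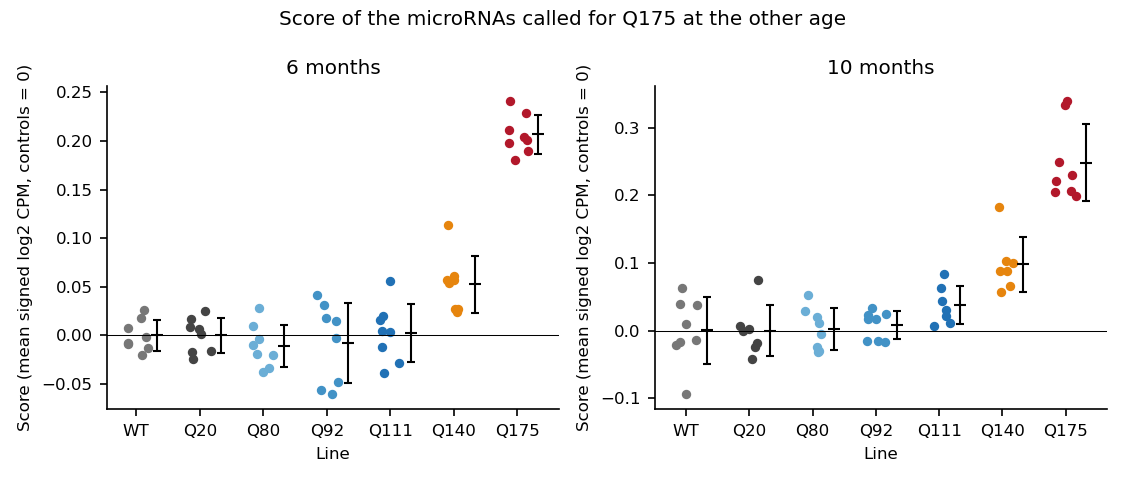
Score (mean signed log2 CPM, controls set to 0) of the microRNAs called for Q175 at the other age, in each library (points) by line, at 6 and 10 months, with group means and standard deviations (bars). At 10 months Q175 averages 0.248 and Q140 0.0979, and Q80 and Q92 lie near 0. The 10-month score holds 3 miR-200 members.

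Taking CAG length as a number, Mir137, Mir335 and 29 of 43 listed Dlk1-Dio3 microRNAs rose with Q, and Mir455, Mir344-2, Mir212 and Mir132 fell. For 6 and 10 months combined, the largest slopes (log2 per 100 CAG) were of Mir137 (0.36), Mir665 (0.21), Mir488 (0.20), Mir496a (0.20), Mir335 (0.20; Z = 8.07, FDR = 1.62e-13), Mir410 (0.19), Mir154 (0.19), Mir1224 (0.18), Mir487b (0.18, Z = 8.80, FDR = 6.09e-16) and Mir218-2 (0.17). The largest falls were of Mir455 (-0.45), Mir183 (-0.41, FDR = 0.0181), Mir344-2 (-0.23), Mir212 (-0.23), Mir344d-1 (-0.22, which shares runs with other Mir344 members), Mir130b (-0.22), Mir1247 (-0.20), Mir133a-1 (-0.19), Mir219a-2 (-0.17) and Mir132 (-0.16). With the hindbrain score as a covariate, 57.2% of the slope of Mir183, a microRNA of sensory cells, was left and it was no longer called (FDR = 0.186), and 76.0% of that of Mir133a-1 was left (FDR = 0.00825). In all, 120 microRNAs were called (70 higher, 50 lower; 157 at an unadjusted p under 0.05; 122 by DESeq2), with 74 at 6 months (51 higher, 23 lower) and 100 at 10 months (59 higher, 41 lower).

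By list, 29 of 43 Dlk1-Dio3 members rose with Q in the combined result and none of the 43 fell (35 adjusted over the list alone); Mir1247, which fell, is not in the list. Without the Q175 line 9 of the 43 rose, with 0 at 6 months and 1 at 10 months against 25 and 28, and the median combined slope was 0.07 in place of 0.12. Of 29 neuronal microRNAs 7 rose and 4 fell (11), of 6 miR-181 members 5 rose (5), both Mir212/Mir132 members fell (2), and 4 of 5 oligodendrocyte microRNAs fell (4). The counts in parentheses here are those adjusted over the list alone. Hairpins that share a run are counted as separate members. The score of the choroid plexus list at 10 months had r = -0.290 with Q (permutation p = 0.034, adjusted p = 0.0765; r = -0.368 without the 2 farthest) and rho = -0.250 (permutation p = 0.07, adjusted p = 0.207), and none of its 8 members was called. Without the Q175 line, association with Q gave 1, 2 and 25 calls at 6 months, 10 months and both combined. That fit has fewer libraries and a shorter range of Q, and at 6 months its series term takes up WT by construction. The lost calls alone therefore do not show how far the slopes rest on Q175. Of the microRNAs named for Q, Mir335, Mir487b, Mir488, Mir410 and Mir219a-2 were still called in the combined result, and the others were not.

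Slopes on Q differed between ages. For Mir154 (difference 0.26 ± 0.05 log2 per 100 CAG), Mir337 (0.19 ± 0.04; both FDR = 6.80e-05), Mir488 (0.24 ± 0.05) and Mir410 (0.21 ± 0.04), the slope was higher at 10 than at 2 months, and for Mir425 it was lower (-0.17 ± 0.03). In all, 44 microRNAs differed (24 higher, 20 lower; DESeq2 52). Between 6 and 2 months 13 differed (9 higher, 4 lower; DESeq2 15), led by Mir212 (-0.27 ± 0.06, FDR = 0.000781), Mir132 (-0.19 ± 0.05), Mir181d (0.12 ± 0.03), Mir218-2 (0.18 ± 0.05) and Mir3099 (0.23 ± 0.06). Mir212 had a slope of 0.03 at 2 months, -0.23 at 6 months and -0.23 at 10 months, and Mir154 -0.03, 0.14 and 0.24. Between 10 and 6 months edgeR called 0 (39 at an unadjusted p under 0.05, DESeq2 0). For 6 minus 2 months a lane term gave 4 calls, marker scores 8, RPKM 6 and no filter 2. With the lane term the slope differences of Mir132, Mir181d and Mir3099 were not called.

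Few microRNAs were called for sex. Mir132 was higher in females at 2, 6 and 10 months (log2 0.15 ± 0.03, 0.18 ± 0.03 and 0.19 ± 0.04). Mir374b, on chromosome X in an intron of Ftx, a long non-coding RNA of the X inactivation centre, was higher in females at 2 months (0.19 ± 0.04) and 10 months (0.27 ± 0.04), and Mir421 of the same intron at 10 months (0.15 ± 0.03). Mir653, within Calcr, was higher in females at 6 months (0.61 ± 0.13) and 10 months (0.45 ± 0.11), and Mir320 lower (-0.09 ± 0.02 and -0.14 ± 0.03). At 6 months Mir212 was also higher (0.15 ± 0.04) and Mir3078 lower (-0.16 ± 0.04), and at 2 months Mir129-1 higher (0.08 ± 0.02), Mir488 lower (-0.15 ± 0.03) and ENSMUST00000177524 lower (-3.99 ± 0.88, a direction that RPKM did not show). ENSMUST00000177524 appears to lie near the floor, since at 6 months 0 of 8 Q175 libraries lay above and 0 below the control mean. Its change may rest on few libraries. In all, 7, 7 and 5 microRNAs were called at 2, 6 and 10 months, by DESeq2 6, 12 and 7. The slope on Q differed between sexes for 1 microRNA at 2 months, Mir3102 (female minus male, -0.26 ± 0.06, FDR = 0.0459; DESeq2 0), and for 0 at 6 and 10 months by edgeR (20 and 7 at an unadjusted p under 0.05; DESeq2 0 and 0). The call of Mir3102 was lost in 9 settings, and those of Mir212, Mir320 and Mir3078 at 6 months without a series term or without a filter, as was Mir653 at 10 months without a filter.

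Age had large effects. In controls, Mir100 (log2 -1.64 ± 0.06 at 10 against 2 months), Mir128-1 (-1.13 ± 0.05) and Mir125b-2 (-0.64 ± 0.03) fell, and Mir29c (0.82 ± 0.04) and Mir29a (0.58 ± 0.03), microRNAs known to rise as the brain matures, were higher. In all, 213 microRNAs were called (116 higher, 97 lower; DESeq2 214). Mir128-1 shares a run with Mir128-2, and Mir125b-2 with Mir125b-1. Of the 120 microRNAs called for Q, 73 were among the 213, against 56.7 expected if independent (Fisher's exact p = 6.1e-04), 36 in the same direction and 37 in the opposite one. The controls of 10 months enter both results, so that the 2 sets of calls are not independent and the excess cannot be read as a shared change. No lane label occurred at both 2 and 10 months, so that age and sequencing run cannot be told apart.

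Mir448, in an intron of Htr2c on chromosome X and known from the choroid plexus, was at 23.5 to 479 CPM (median 91.8) in 80 of 166 libraries and at 1.29 to 15.1 CPM (median 3.74) in the others. The number at or above 20 CPM was 20 of 56 at 2 months, 31 of 56 at 6 months and 29 of 54 at 10 months. In the libraries at or above this level the median of Mir1298, a neighbor in Htr2c, was 591 CPM against 23.0 in the others, that of Mir34c on chromosome 9 was 918 against 297 CPM, and that of Mir204, in Trpm3 on chromosome 19, was 20631 against 16678 CPM. Within the 80 libraries, as deviations from the means of group and sex, Mir204 followed Mir448 with r = 0.819 and rho = 0.787 (r = 0.775 without the 2 farthest), and within the other 86 with r = 0.543 and rho = 0.528 (0.484). Mir34c did so with r = 0.946 and rho = 0.943 (0.935), and r = 0.831 and rho = 0.808 (0.807). Of the 6 relations with Mir448 computed, each had permutation and adjusted p = 1e-05, the smallest possible. Lanes explained at most 8.11% of the variance of the choroid plexus score within an age. Of the 9 libraries left out, 8 were at or above 20 CPM.

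**Figure D5:**
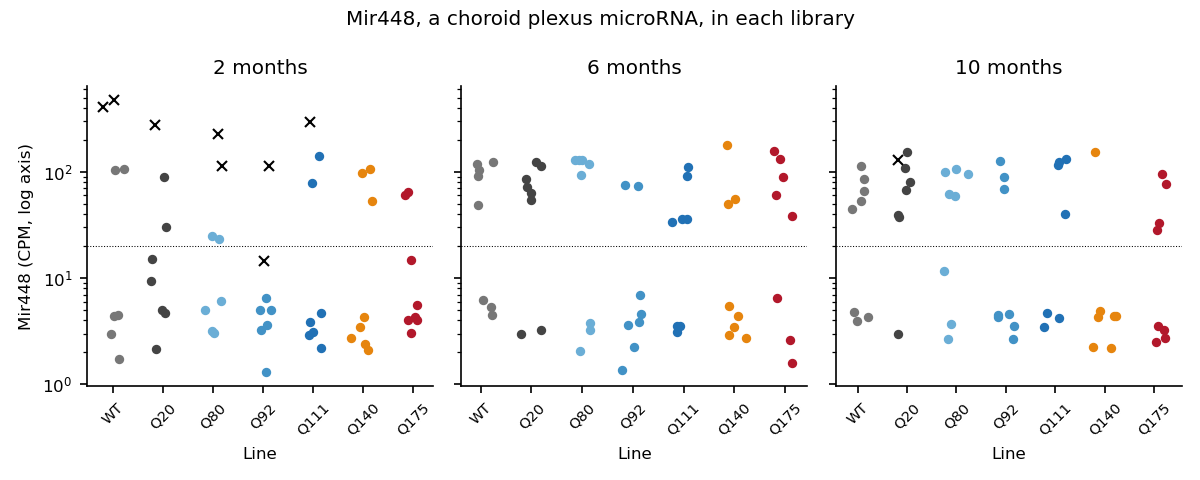
Level of Mir448 (CPM, log axis) in each library by line at 2, 6 and 10 months (points; crosses are the 9 libraries left out of the tests), with a dotted line at 20 CPM. Libraries fall on both sides of the line at each age, 80 of 166 at or above it.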

Values the study reported

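The study retained 480 microRNAs in its analysis. In cerebellum, at an FDR threshold of 0.05 and against Q20 and WT combined, it reported 1, 69 and 79 changed microRNAs for Q175 at 2, 6 and 10 months, and 13 for Q140 at 10 months. For association with CAG length it reported 1, 61 and 78 microRNAs at these ages, and 102 in a meta-analysis of 6 and 10 months.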

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

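The tests of slope differences and the fit without the Q175 line were planned. The tests of explanations, the comparisons of call counts with other splits, the relation of the signature with the miR-200 score and the score without the miR-200 members were chosen after the results were seen, and for normalization alone the outcome that would count against it was written down before its value was known. A library was set apart where its gap to the next library of its group was large for the range of the group, which chance gives in about 1 of 20 groups; 98 groups were examined and 13 such libraries were found.

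Total counts were far above the rest of the group in Q111 M2 at 6 months (6093381, next 4638759), Q140 M4 at 6 months (6119052, next 4437465) and Q175 M3 at 2 months (6124088, next 4504868). The choroid plexus score (mean log2 CPM) was high in Q140 M2 at 10 months (5.89, next 3.27) and low in Q20 M1 at 10 months (3.05, next 4.57). The hindbrain score was high in Q20 F3 at 10 months (8.79, next 7.65), Q20 M4 at 2 months (8.31, next 6.78) and Q20 F2 at 6 months (7.71, next 7.13), and low in WT M4 at 6 months (6.48, next 6.79). The miR-200 score was high in Q80 F3 at 6 months (2.38, next 0.832). The signature score was high in Q140 F3 at 6 months (0.114, next 0.0607), Q140 M3 at 10 months (0.183, next 0.103) and Q20 M1 at 10 months (0.0746, next 0.00683). The miR-200 score was 4.14 in Q140 M3 and 3.23 in Q20 M1 at 10 months, each the highest of the libraries of its group in the tests, and without the 3 miR-200 members the signature scores were 0.102 and 0.0242. Differences between groups that passed a test of the difference itself were those of the slope on Q between 10 and 2 months (44 microRNAs), between 6 and 2 months (13) and between sexes at 2 months (1, Mir3102).

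Members of the Dlk1-Dio3 list were higher with CAG length. Without the Q175 line, 9 were called higher with both ages combined, 0 at 6 months and 1 at 10 months, in a fit of fewer libraries. Their median combined slope was then 0.066 in place of 0.116, beside 0.00082 for the other microRNAs. Part of the rise thus rests on Q175. With the choroid plexus, hindbrain and miR-200 scores as covariates, 105% of the members' median combined slope was left, which argues against such tissue as the cause. At single ages the median slope was slightly smaller with the scores, at 0.102 after 0.105 at 6 months and 0.140 after 0.152 at 10 months. At 10 months, where all libraries are of 1 series, 28 members were higher, which argues against the library series. With normalization factors from the other microRNAs, the median slope of the members at 10 months exceeded that of the others by 0.18. New factors move members and others alike, so that this gap could hardly change, and the main fit gave medians of 0.152 and -0.0270. The refit therefore cannot decide on a shift made by a few abundant microRNAs. What the gap shows is that the members rose relative to the other microRNAs. A change of the members' transcription or processing with CAG length, or of the share of the cells that express them, may lie behind the rise; it is a hypothesis found and examined on the same data, and neither was tested.

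Choroid plexus microRNAs were high in some libraries and near the floor in others. Mir204 of chromosome 19 followed Mir448 over all libraries with r = 0.830, as carry-over of choroid plexus into the dissected tissue would give, and Mir34c of chromosome 9 with r = 0.957, which a change of the Htr2c locus alone would not give. Lanes took at most 8.11% of the variance of the score within an age and lines at most 16.03%, which argues against lane and CAG line as the main source. Choroid plexus tissue may therefore explain the 2 levels. That is a hypothesis from a list of 8 markers, of which Mir204 is abundant in every library. Of the 8, Mir448, Mir1298, Mir1264, Mir1912 and Mir764 all lie in Htr2c. Outside it Mir204 followed Mir448, while Mir211 (r = 0.216) and Mir1251 (r = 0.0653) did so little. Mir34c is not in the list.

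Mir183 and Mir133a-1 were lower with CAG length, and the hindbrain score had r = -0.346 with Q at 6 months, not past the correction (adjusted p = 0.0765). That correlation holds no series term. On the Q fit, which has one, the hindbrain list moved downward at 6 months by fry (adjusted p = 0.0311) but not by camera (FDR = 0.0866). With the hindbrain score as a covariate, 57.2% of the combined slope of Mir183 was left (-0.41 before, -0.23 after) with an FDR of 0.186 after 0.0181. The call ended with the smaller slope, not a wider error, since the standard error was 0.195 before and 0.197 after at 6 months and 0.195 and 0.166 at 10 months. Other hindbrain tissue could be part of the cause and cannot be told apart from an effect of CAG length for Mir183, since the share left lay between the bounds set for and against it. For Mir133a-1, 76.0% of the slope was left (FDR = 0.00825), which argues against such tissue as its whole cause, while with all 3 scores the slope was -0.11 (FDR = 0.0569), and an effect of CAG length on each stays open.

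Other splits of the samples were compared with the real ones, 100 splits for each result with the real one included. Line labels were exchanged within sex, series and age but not within lane, so that these splits do not address lane. Fewer than 5 of 100 splits gave as many calls for Q175 at 2 months (2 splits; 2 real calls, highest other 9). So it was for Q175 at 6 months (1; 80, 3), 10 months (1; 104, 8) and both combined (1; 137, 6). The same holds for Q140 with both combined (1; 27, 4), for Q at 6 months (1; 74, 3), 10 months (1; 100, 3) and both combined (1; 120, 6), and for the slope differences of 10 minus 2 months (1; 44, 5) and 6 minus 2 months (1; 13, 3). It holds too for sex at 2 months (3; 7, 9), 6 months (1; 7, 3) and 10 months (1; 5, 2), and for age in controls (1; 213, 67). These comparisons, made for 36 results, were not corrected for their number. For Q175 and for sex at 2 months another split gave 9 calls, more than the real one, so that chance is not excluded there. Nor can chance be excluded for Q at 2 months (15; 1, 2) or the slope difference between sexes at 2 months (5; 1, 6). With 0 real calls all 100 splits gave as many, so that nothing is to be excluded. Here the highest other count at 2, 6 and 10 months and both combined was 2, 1, 3 and 3 for Q80, 8, 9, 11 and 9 for Q92, and 14, 1, 3 and 11 for Q111. It was 3, 4 and 5 for Q140 at single ages, 1 and 15 for Q20 against WT at 2 and 10 months, 10 for the slopes of 10 minus 6 months, and 36 and 1 for the slopes between sexes at 6 and 10 months. What the splits with 14, 15 and 36 calls share was not tested.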

How the results depend on the processing

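The marker scores, RPKM, leaving out Q175 M2 at 6 months and the signature without miR-200 members were chosen after the data were seen. The counts of calls for Q175 at 10 months (72 to 117), Q175 combined (116 to 172), the slopes of 10 minus 2 months (32 to 59) and age in controls (188 to 293) stayed within 1.5 times of the values above under each alternative run, as did that of Q combined except without the Q175 line. Of the alternatives of single values and counts, 1596 stayed on their side of the threshold or within that range, 101 were weaker, 7 stronger, 70 moved and 1 reversed; among the named microRNAs 1 changed direction. Where a count moved, the cause was not tested unless stated. Q175 at 6 months could not be fitted with Q20 as the sole control, and with WT as the sole control at 6 months Q175 alone could be fitted, since both lie in 1 series; normalization without the Dlk1-Dio3 members was run for that list. At the depth, spread and group size of these libraries, 43% of simulated log2 changes of 0.3 were found for Q175 at 10 months and 82% of those of 1, so that 0 calls does not show absence of change. The simulation changed 200 of 451 microRNAs. An FDR threshold is harder to pass where fewer change, so that recovery may be lower in lines with few changes. Depth was not varied on its own.

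With DESeq2 the calls were 1 for Q92 at 2 months, 1 for Q140 at 2 months, 2 for Q at 2 months, 3 for Q111 at 6 months, 1 for Q111 combined, 26 for Q140 at 10 months, 12 for sex at 6 months and 0 for the slope difference between sexes at 2 months. On outlier-replaced counts they were 1, 1, 2, 3, 1, 27, 11 and 0 in the same order. With RLE size factors Q175 at 2 months had 1 call and the slope difference between sexes at 2 months 0. With no filter, which tests more features, Q175 at 2 months had 0, Q at 2 months 2, Q140 combined 11, the slope differences of 6 minus 2 months 2 and of 10 minus 6 months 2, sex at 6 months 3 and the slope between sexes at 10 months 2. With a mean of at least 50 counts, Q at 2 months had 2, the slopes of 10 minus 6 months 1, sex at 6 months 13 and the slope between sexes at 2 months 0. With all libraries kept, Q175 at 2 months had 0, Q at 2 months 0, Q140 at 10 months 10 and the slope between sexes at 2 months 0.

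Without the series term, the 6-month counts were 1 for Q80, 2 for Q92, 11 for Q111, 18 for Q140, 144 for Q175, 44 for Q and 2 for sex, and combined counts were 1 for Q111 and 44 for Q140, with r = 0.253 between the 6- and 10-month Z of Q140. By construction that fit sets the difference between series against the lines. With a lane term, Q175 at 2 months had 0, Q at 2 months 0, the slopes of 6 minus 2 months 4 and the slope between sexes at 2 months 0. With the replicate number as a block, Q175 at 2 months had 0, Q140 combined 12 and the slope between sexes at 2 months 0, and no other count moved by over 1.5 times. The numbers do not pair the samples: libraries of the same number in other groups correlated at a mean r of 0.0289, -0.0158 and 0.0308 at 2, 6 and 10 months, over 0.1 in 39.7%, 21.6% and 36.6% of pairs, against 0.0116, 0.00525 and -0.00986 for other numbers.

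In a single fit of all lines, Q175 at 2 months had 1, Q111 at 6 months 2 and Q140 at 10 months 19. With Q20 as the sole control (fewer samples), Q175 at 2 months had 0, Q140 at 10 months 1 and Q140 combined 9, and with WT as the sole control Q175 at 2 months had 0. With the marker scores, Q175 at 2 months had 0, Q175 at 6 months 45, Q140 combined 0, Q92 combined 1, the slopes of 6 minus 2 months 8 and the slope between sexes at 2 months 0. With RPKM, Q175 at 2 months had 1, Q140 at 10 months 1, the slopes of 6 minus 2 months 6, and the sex difference of ENSMUST00000177524 at 2 months turned to 0.0266. Without the Q175 line, Q had 0, 1 and 2 calls at 2, 6 and 10 months and 25 combined. Without WT, Q at 6 months had 0, since the series term then takes up Q175 by construction. Without Q175 M2 at 6 months, counts were 76 for Q175 and 61 for Q at 6 months, and 134 and 124 combined. Without the miR-200 members the signature score of Q111 at 10 months was 0.0408, past the threshold, and the other 10-month scores stayed on their side of it; those of 6 months hold no miR-200 member.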

Other observations

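With age, further microRNAs and lists moved in the controls. The Mir99, Mir100 and Mir125 microRNAs of 3 related clusters fell from 2 to 10 months: Mir99b (log2 -1.41 ± 0.08), Mir125a (-1.09 ± 0.06), Mir99a (-0.77 ± 0.04) and Mir125b-1 (-0.71 ± 0.05), beside Mir100 and Mir125b-2. Mir217 (-4.36 ± 0.27) and Mir501 (-2.16 ± 0.15) fell most among the 15 smallest p. Of 10 microRNAs of the miR-29 and miR-30 families 6 rose and none fell (7 adjusted over the list alone), and of 5 oligodendrocyte microRNAs 4 rose and none fell (4), among them Mir338 (0.43 ± 0.04), which was lower in Q175. Of 29 neuronal microRNAs 7 rose and 11 fell (21), and of 10 let-7 members 2 rose and 5 fell (7). These microRNAs were chosen after their values were seen, and no lane label occurred at both 2 and 10 months.

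Of 43 Dlk1-Dio3 members 13 rose and 7 fell with age (20 adjusted over the list alone). Of the 7 microglia and immune microRNAs 4 rose and 1 fell (5), of 3 vascular ones 2 rose (3), with Mir126a (0.33 ± 0.03), and of 3 erythroid ones 2 rose (2). Of the lists of other tissue, 2 of 8 choroid plexus members (2), 2 of 3 hindbrain members (2) and all 4 miR-200 members (4) were higher at 10 months. Mir484, lower in Q175, also fell with age (-0.39 ± 0.04).

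At 10 months edgeR called 0 microRNAs for Q140 (77 at an unadjusted p under 0.05), while DESeq2 called 26, and 27 on outlier-replaced counts. The first is lower than the count quoted from the study above, and the others are higher. For Q175 at 2 months edgeR called 2 microRNAs. That is higher than the count quoted from the study above, which came from DESeq2 on outlier-replaced counts over another set of microRNAs. Several alternatives gave fewer calls than 2, so that the difference from the study carries little meaning.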
